A study of Mus musculus with 4 samples. Its data were reported in "Inhibition of a K9/K36 demethylase by an H3.3 point mutation found in paediatric glioblastoma" (2018).

How the data were processed

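Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out on mouse embryonic stem (ES) cells, which are cultured pluripotent cells. Libraries were made for H3K9me3 and for H3K36me3, the trimethylated forms of the lysines 9 and 36 of histone H3. The cells were wild type (WT) or carried the H3.3 G34R mutation, a glycine to arginine substitution in the histone variant H3.3. The 4 libraries formed 4 groups of 1 library each, so no difference between groups can be set against a spread between replicates.

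According to the methods of the study, reads were aligned to the mm9 mouse genome with Bowtie under a limit on multiple alignments, and PCR duplicates were removed. Reads were then counted in 200 bp bins in SeqMonk, scaled to library size, and the distributions of WT and G34R cells were matched. Bins were retained where they lay in annotated genes and exceeded a high percentile of their mark in WT or in G34R cells, and neighbouring bins were joined with BedTools. The authors deposited 1 list of such regions per mark, with 3 columns each (chromosome, start and end). A region in a list was therefore enriched in at least 1 of the cell types, and the list does not say in which. As the threshold was a percentile, the size of a list is set largely by that choice and is no measure of how much of the mark the cells carried. Reads with many alignments were left out, which lowers the chance that repeated sequence enters a list. The study also describes a size limit and the removal of regions with extreme read counts.

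The lists used here give positions without read values. The comparison of WT and G34R cells that the design called for (the median log2 ratio, the regions past a fold threshold and the joint change of both marks at shared regions) needs a value per cell type and was not analysed here. The depth of the libraries is unknown for the same reason. Intervals below cover counting error, the spread between windows of the genome or, for the profile along genes, the spread between genes, and none covers variation between replicates.

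Coordinates are 1-based on NCBIM37, the assembly equivalent to mm9, and the end of the last region of chromosome 13 in both lists, 120284312, was the length of that chromosome in the assembly. Genes, exons, coding sequence and untranslated regions were taken from the GENCODE annotation of the same assembly on chromosomes 1 to 19, X and Y. Each 200 bp bin touching a gene and free of unknown bases (5291359 bins) served as the background, since 0 bins of either list lay outside these genes. A bin was assigned to the first class that applied in this order: within 1 kb of the start of a protein-coding gene, coding sequence, untranslated region, other exon, intron. The number of exact copies in the assembly, on both strands, was counted for the central 50 bases of each genic bin. Bins with 1 copy are called unique. Exact matching does not find copies with mismatches.

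Overlap between the lists was counted from 1 bp. The chance level came from 1000 circular shifts of the H3K9me3 list within each chromosome, given as the mean and range of the shifts. The local excess compared the observed count with the mean count after shifting the H3K9me3 list by 10 kb in both directions. The gap from each region to the next was compared with 1000 draws of positions within the 1 Mb windows that held the regions. Shares carry 95% Wilson intervals. For the expected number of bins per chromosome, genic bins were divided into strata of G+C (2 percentage points), exon and gene start, and the genome-wide share of each stratum was applied. Ratios of bins carry 95% intervals from 1000 bootstrap samples of 10 Mb windows. Genes with both marks were compared with 1000 permutations of the H3K9me3 status within 20 classes of gene length, and Zfp genes with 10000 such permutations among themselves. Regions and bins are not replicates, and no p-value was computed across them.

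The windows and genes named were fixed by a rule set before the lists were seen. For each mark these were the 3 windows of 1 Mb with the most regions, the 3 with the largest difference in each direction, the 3 longest runs of regions with gaps of at most 2 kb, and 12 genes that the study shows as examples. Of these, 1 window with many H3K36me3 regions is not reported here. Other loci named were chosen after their values were seen. Alternatives tried for the overlap were reciprocal overlap of 50%, identical ends, a distance of 1 kb, single bins, removal of the sex chromosomes, other chance models and a larger minimum width. For the remaining measures, other shift distances, window sizes, merging within 2 kb, covered length and another definition of a gene start were tried.

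The overlap and copy counts were tested on simulated data. The overlap rules gave 0 differences from direct comparison in 1600 tests. For 2 independent lists of 5000 regions the ratio to chance was 1.04, inside the range of their shifts. With 1000 planted shared regions the excess over chance was 979 regions, after scaling up for regions that would overlap by chance anyway. The simulated positions were random, neither clustered nor limited to genes, so these tests do not cover the chance level under such conditions. The planted number of copies was returned for 500 of 500 bins. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.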

Results

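The marks H3K9me3 and H3K36me3 were profiled in mouse ES cells that were WT or carried the H3.3 G34R substitution, with 1 library for each of the 4 combinations of cell type and mark. The region lists pooled WT and G34R cells, so that each mark was described by 1 list. There were 31593 H3K36me3 regions and 32502 H3K9me3 regions. The depth behind them is unknown, and there were no replicates.

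H3K36me3 regions were wider than H3K9me3 regions. The median width was 1000 bp for H3K36me3 (quartiles 600 and 2000 bp) and 800 bp for H3K9me3 (quartiles 600 and 1200 bp). Both lists had a minimum width of 600 bp, which was the width of 8534 H3K36me3 and 14078 H3K9me3 regions. The widest regions were 60200 bp and 48800 bp, respectively. H3K36me3 regions covered 56.4 Mb and H3K9me3 regions 36.3 Mb, corresponding to 5.33% and 3.43% of genic bins. Merging neighbours within 2 kb moved these values most for H3K36me3, where the number of regions fell to 13043 and the median width rose to 2600 bp.

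The bins of both lists were assigned to annotated parts of genes. Coding sequence held 27.7% of H3K36me3 bins (95% Wilson interval 27.5 to 27.8), compared with 9.97% of H3K9me3 bins (9.84 to 10.1) and 6.21% of all genic bins. Bins within 1 kb of the start of a protein-coding gene showed the opposite order. They made up 10.7% of H3K9me3 bins (10.5 to 10.8) and 0.658% of H3K36me3 bins (0.629 to 0.688), against 2.74% of genic bins. The position of H3K36me3 relative to starts depended on the definition of a start. When the starts of all protein-coding transcripts were used, including those inside genes, the share of H3K36me3 bins was 14.3% and exceeded the 6.51% of genic bins. Introns held 61.8% of H3K36me3 bins and 73.4% of H3K9me3 bins, both under the 86.3% of genic bins.

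The profile along genes of at least 10 kb that carried the mark differed in the same way. H3K36me3 rose from 4.39% of bins in part 1 of 10 equal parts of the gene (bootstrap interval over genes 4.08 to 4.70) to 41.3% in part 9 (40.2 to 42.3), and was 37.7% in part 10 (36.7 to 38.7). H3K9me3 was highest in part 1 at 14.5% of bins (14.0 to 15.1) and lay between 6.28% and 7.67% in parts 2 to 10.

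**Figure D1:**
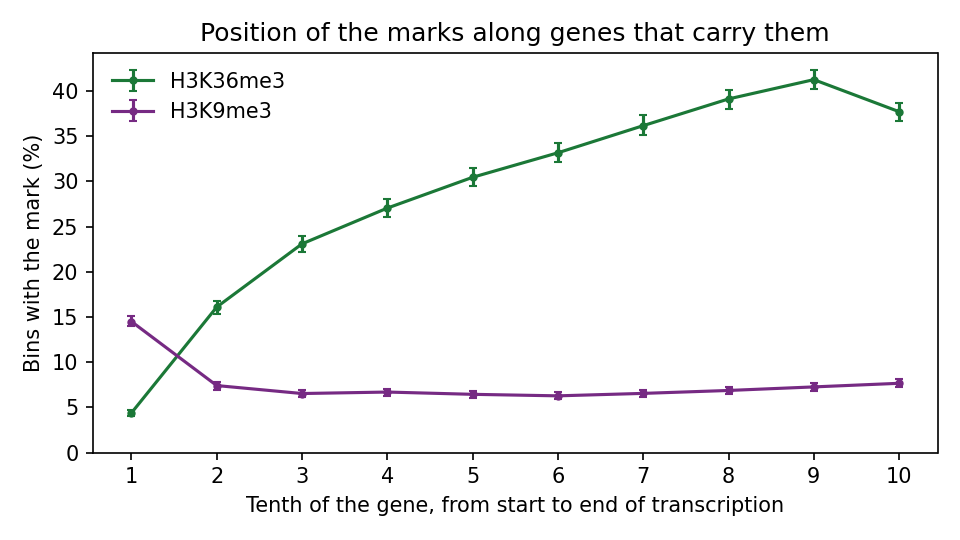
The percentage of 200 bp bins with each mark (vertical axis) in each of 10 equal parts of the gene from its start to its end (horizontal axis), for 5777 protein-coding genes with H3K36me3 and 7099 with H3K9me3 of at least 10 kb. Points are means over genes and bars are 95% bootstrap intervals, and H3K36me3 is lowest where H3K9me3 is highest, in part 1.

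The share of genic bins in each list also changed with G+C content. H3K36me3 rose from 1.22% of bins under 30% G+C to 15.4% of bins at 60 to 65% G+C (interval 15.1 to 15.7) and was 3.56% at 65% G+C or more (3.39 to 3.75). H3K9me3 rose throughout, from 0.924% under 30% G+C to 30.1% at 65% G+C or more (29.6 to 30.5).

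**Figure D2:**
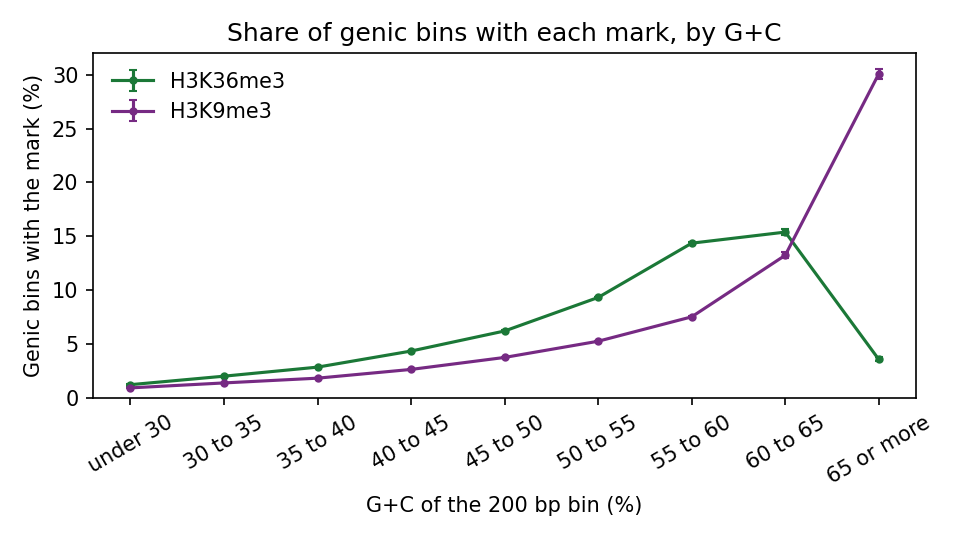
The percentage of genic 200 bp bins in each list (vertical axis) by the G+C content of the bin (horizontal axis, in percent). Points are shares with 95% Wilson intervals, and at 65% G+C or more the share is 30.1% for H3K9me3 and 3.56% for H3K36me3.

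The overlap of the lists was counted to describe whether the marks occupied the same places in the pooled cells. It does not measure a change of either mark. An H3K9me3 region overlapped 2866 of the H3K36me3 regions (9.07%, interval 8.76 to 9.39). Circular shifts gave a mean of 1033 (range 827 to 1299), and the ratio of observed to mean was 2.77. Seen from the other list, 2726 H3K9me3 regions (8.39%, interval 8.09 to 8.69) overlapped an H3K36me3 region, against a mean of 1079 (range 864 to 1362) and a ratio of 2.53. The ratio was moved downwards most when the shifts were restricted to genes. It was then 1.18 for H3K36me3 regions, where the observed count lay above the range of 2145 to 2758, and 1.07 for H3K9me3 regions, where the observed count lay inside the range of 2231 to 2934. Both lists shared 16959 bins, or 3.39 Mb, which was 6.01% of H3K36me3 bins and 9.34% of H3K9me3 bins. Shifts within genes gave a mean of 10674.5 shared bins (range 8926 to 12683), and the ratio was 1.59.

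To ask whether the overlap was local, the H3K9me3 list was shifted over short distances. After shifts of 10 kb a mean of 1664 H3K36me3 regions overlapped, and the ratio of observed to shifted was 1.72 (1.66 to 1.78 from the Wilson interval of the observed share). It was above 1 on 19 of 19 autosomes and lay between 1.296 on chromosome 19 and 2.56 on chromosome 3. The ratio was 1.28 for shifts of 2 kb. When distance was counted within genes only, a shift of 10 kb gave 1.15.

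**Figure D3:**
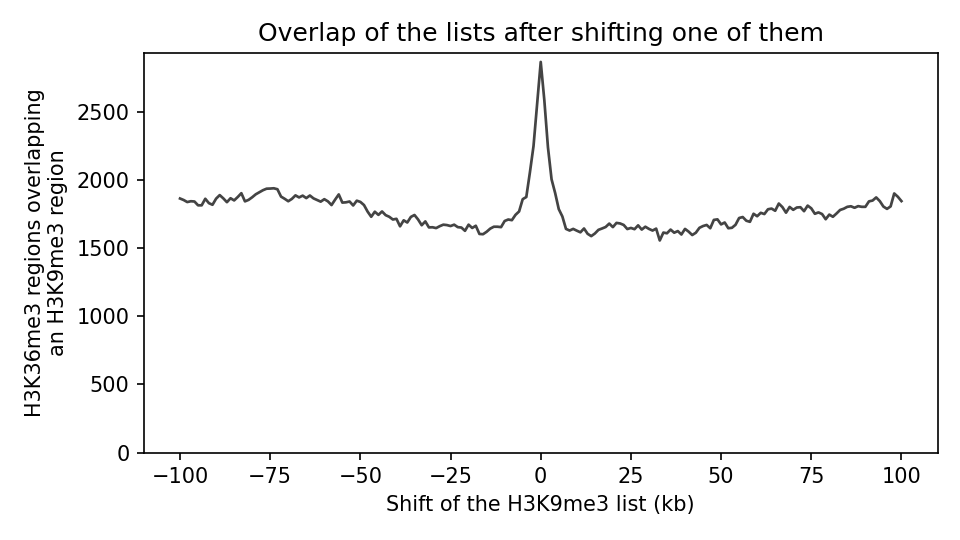
The number of H3K36me3 regions that overlap an H3K9me3 region (vertical axis) after the H3K9me3 list was shifted by the distance on the horizontal axis, in kb. The count without a shift is 2866.

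The same question was asked for whole genes. Of 22367 protein-coding genes, 7609 carried H3K36me3 and 8986 (40.2%) carried H3K9me3. Both marks were found in 2698 genes, fewer than in any of 1000 permutations within classes of gene length (mean 3389, range 3294 to 3489), and the ratio of observed to mean was 0.796. A bin in both lists was present in 1596 genes.

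Next, the regions were divided by chromosome. H3K9me3 regions were 50.7% of all regions, and their share on autosomes ranged from 40.2% on chromosome 2 (95% Wilson interval 38.7 to 41.7) to 61.3% on chromosome 8 (60.01 to 62.6). The interval did not include the overall share on 12 of 19 autosomes. When covered length was used in place of regions, the highest share was on chromosome 6 (49.2%) and chromosome 8 had 45.5%. Relative to gene content, chromosome 8 had 64.2 H3K9me3 regions per genic Mb, the highest value, against a median of 31.3 over autosomes. For H3K36me3 the highest density was 48.0 regions per genic Mb on chromosome 11, and chromosome 8 had 40.5. Chromosome X held 193 H3K36me3 and 190 H3K9me3 regions. These were 0.611% and 0.585% of the lists, while X contained 4.87% of genic bins. Chromosome Y had 1 H3K36me3 region and 17 H3K9me3 regions.

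**Figure D4:**
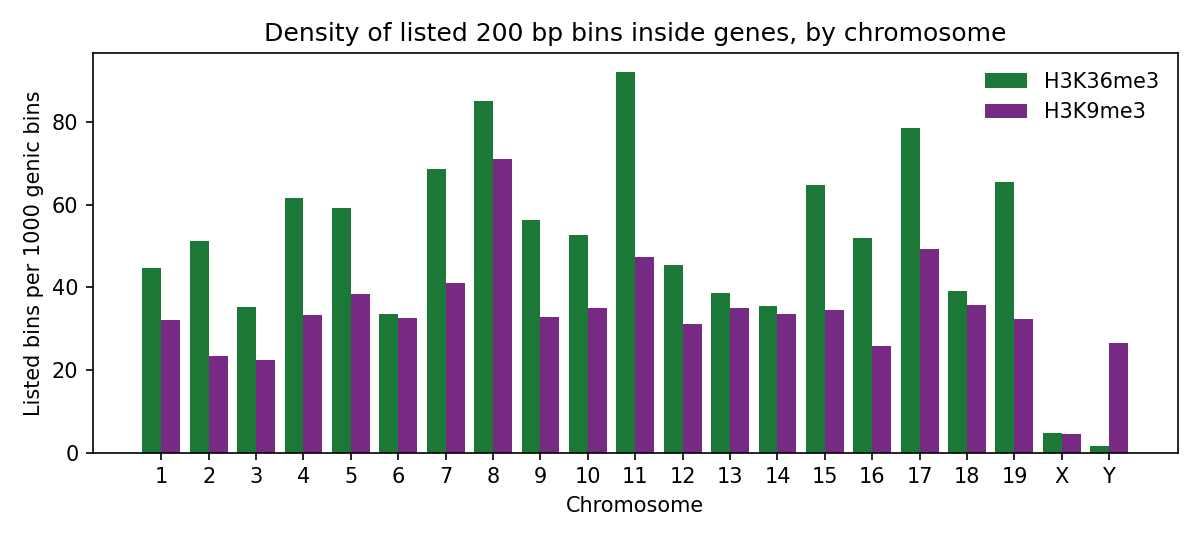
Bins of each list per 1000 genic bins (vertical axis) on each chromosome (horizontal axis), with 1 bar per mark and no error bars, as there was 1 list per mark. H3K9me3 is highest on chromosome 8 and both marks are low on chromosome X.

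Regions of both marks were closer together than random positions in the same 1 Mb windows. The median gap to the next region was 1200 bp for H3K36me3, compared with 18319 bp for random positions (range 18000.0 to 18800.0). For H3K9me3 it was 10000.0 bp (binomial interval of the median 9600 to 10400), compared with 28479 bp (range 27800.0 to 29000.0). The ratio of random to observed gap was 15.3 for H3K36me3 and 2.85 for H3K9me3. Windows of 100 kb lowered these ratios to 5.65 and 1.70. Gaps of 200 bp, the width of 1 bin, made up 25.3% of H3K36me3 and 12.0% of H3K9me3 gaps. Part of the closeness may thus come from single stretches split by bins outside the list. The gaps were not compared with random positions after merging neighbours.

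The 1 Mb windows with the most regions were then identified. For H3K36me3 these included chromosome 4 from 146000001 to 147000000 with 118 regions and chromosome 4 from 147000001 to 148000000 with 99. The genes with the most H3K36me3 bins there were Zfp600 and Mtor, respectively. For H3K9me3 the windows were chromosome 8 from 121000001 to 122000000 with 222 regions, chromosome 4 from 146000001 to 147000000 with 192, and chromosome 8 from 117000001 to 118000000 with 153. Cdh13, Zfp600 and Wwox held the most H3K9me3 bins in these windows. The largest differences in favour of H3K9me3 were found on chromosome 8, in the windows starting at 121000001 (222 against 2 H3K36me3 regions), 117000001 (153 against 0) and 123000001 (152 against 14). In favour of H3K36me3 they were chromosome 7 from 87000001 (97 against 8 H3K9me3 regions), chromosome 2 from 29000001 (97 against 9) and chromosome 2 from 119000001 (94 against 10), where Iqgap1, Spna2 and Ino80 held the most H3K36me3 bins.

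The longest runs of H3K36me3 regions followed single genes. They covered Ubr4 on chromosome 4 (138945601 to 139042000, 96.4 kb), Nedd4 on chromosome 9 (72517601 to 72596600, 79.0 kb) and Trrap on chromosome 5 (145538001 to 145615600, 77.6 kb). H3K9me3 bins amounted to 0%, 0% and 1.49% of their H3K36me3 bins. The longest run of H3K9me3 regions was on chromosome 8 at Gm15319 (19916801 to 20020600, 103.8 kb). It was followed by runs on chromosome 1 at Heatr7b1, Trpm8 and Hjurp (90123401 to 90207400, 84.0 kb) and at Sp140 and Sp100 (87500801 to 87559000, 58.2 kb). H3K36me3 was present in 61.8%, 27.9% and 26.0% of the H3K9me3 bins of these runs. The central 50 bases occurred in more than 1 copy in 69.9% of the bins of the run at Gm15319 and in 63.6% of the bins at Sp140 and Sp100, compared with 1.19% in the run at Heatr7b1.

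Finally, the 12 genes that the study used as examples were examined. H3K36me3 was found in 10 of them and H3K9me3 in 10, and 8 carried both marks, each with bins in both lists. At Polrmt (ENSMUSG00000020329.6, chromosome 10, 79198868 to 79209326) an H3K36me3 region from 79199401 to 79207600 and an H3K9me3 region from 79197401 to 79206800 overlapped, and 34 of the 47 bins of the H3K9me3 region touched coding sequence. At Zfp13 (ENSMUSG00000062012.6, chromosome 17, 23712811 to 23736454) the lists held an identical region from 23712801 to 23714800 at the end of the gene, in which 6 of 10 bins touched coding sequence and 2 touched an untranslated region. Zbtb24 (ENSMUSG00000019826.9, chromosome 10, 41170189 to 41185385) had 4 H3K36me3 regions and 0 H3K9me3 regions. At Srrm2 (ENSMUSG00000039218.9, chromosome 17, 23940154 to 23961706) H3K9me3 covered 11000 bp and H3K36me3 17800 bp, and 11000 bp carried both. The shared length was 9000 bp at Pank4 on chromosome 4, 3600 bp at Ankrd13a on chromosome 5, 2800 bp at Zfp629 on chromosome 7, 1600 bp at Zfp787 on chromosome 7 and 1000 bp at Hn1 on chromosome 11. Repin1 on chromosome 6 and Zfp358 on chromosome 8 carried H3K9me3 without H3K36me3, over 5400 bp and 600 bp, and Bmp4 on chromosome 14 carried H3K36me3 without H3K9me3, over 1000 bp. The study shows Repin1 among genes that gained both marks in G34R cells, whereas the H3K36me3 list held no region there. A gain that stayed under the threshold would not enter the list. The study picked these genes as examples, some of them for gains of the marks, so the number with both is no measure of other genes. As the lists pool both cell types, these values do not say in which cells the genes carried the marks.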

Values the study reported

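The study reported 31,593 H3K36me3-enriched sites and 32,502 H3K9me3-enriched sites, each enriched in WT or G34R cells. It described bins of 200 bp, a threshold at the 95th percentile and the merging of windows that lay within 100 bp of each other. Its methods state that merged regions larger than 500 bp were left out.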

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

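The overlap rules, chance models, shift distances, window sizes and merging were chosen before the data were examined. The minimum width of 1 kb, the shifts and random positions restricted to genes, and both definitions of a start were chosen after seeing the data. The start of the gene was adopted for the reported values after the result with the starts of all transcripts had been seen. The planned filter of 2 or more bins removed 0 regions and says nothing about stability. The planned comparisons of WT with G34R cells with their alternatives, and the restriction to regions with higher signal, were not run, as they need read values.

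The ratio of observed overlap to chance stayed above 1 under every alternative that was run, while its size ranged widely. It is given here for H3K36me3 and then for H3K9me3 regions. With 50% reciprocal overlap 3.36% and 3.27% of regions were shared, with ratios of 4.18 and 4.18. Identical ends gave 0.339% and 0.329%, with ratios of 7.24 and 7.24. A distance of 1 kb gave 11.4% and 10.1%, with ratios of 2.202 and 2.21. Single bins gave 6.01% and 9.34%, with ratios of 3.78 and 3.78, and regions of at least 1 kb gave 6.80% and 9.35%, with ratios of 3.31 and 3.17. Positions redrawn within 100 kb windows lowered the ratios to 1.59 and 1.58, and shifts within genes to 1.18 and 1.07. By construction the draws then stay near the region or inside genes, and the last value lay inside the range of its shifts. Leaving out the sex chromosomes, or shifting the H3K36me3 list instead, gave values within the intervals of the reported ones.

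The local excess was 1.28, 1.57, 1.63 and 1.55 for shifts of 2, 5, 50 and 100 kb, and stayed within its interval at 20 kb. It was 2.79 with reciprocal overlap, 1.89 for regions of at least 1 kb and 1.15 for shifts within genes. It was above 1 under each of these, and the cause of the changes was not tested.

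The difference between the highest and the lowest H3K9me3 share among autosomes was 21.1 percentage points. It was 17.97 for covered length, 16.8 when neighbours within 2 kb were counted together and 17.95 for regions of at least 1 kb. Chromosome 2 was lowest under each of these, whereas chromosome 6 took the highest place from chromosome 8 in all 3. The ratio of random to observed gap fell to 5.65 (H3K36me3) and 1.70 (H3K9me3) in windows of 100 kb, to 11.3 and 1.91 for regions of at least 1 kb and to 9.63 and 1.82 for positions inside genes. Both marks stayed above 1.

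Merging neighbours within 2 kb gave 13043 H3K36me3 regions with a median width of 2600 bp and 67.7 Mb, gaps included, and 42.9 Mb for H3K9me3. H3K9me3 then had 22532 regions, and its median width was 800 bp in both cases. Regions of at least 1 kb numbered 18068 and 12210 and covered 47.3 Mb and 22.9 Mb.

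The share of H3K36me3 bins near starts changed direction. It was 0.240 times that of genic bins for gene starts and 2.19 times for the starts of all transcripts, which include starts inside genes. For H3K9me3 the values were 3.89 and 2.52. This is 1 of 8 values for single chromosomes or gene parts that moved without such a reversal, and the others were shares on chromosomes 2, 8 and X. The ratio of shared bins to chance among unique bins within strata fell to 1.13 with the starts of all transcripts, and its interval then included 1. Of 92 values under alternatives 34 stayed inside the interval of the reported value or, for counts of regions, within 1.5-fold of it. The width filter that removed 0 regions gave 15 of these.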

Other observations

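The tests chosen only after the result was seen were those of the restriction to genes, of G+C, exon and promoter content, alone or together with copied sequence, of dense clusters, of the copy number of chromosomes 8 and X, of a common G+C bias, of the distance to transcript starts and of the frequency of each mark alone in Zfp genes. Both lists pool WT and G34R cells, so no biological explanation that involves the mutation was tested.

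Both marks overlapped more often than chance along the chromosome gave. The restriction of both lists to genes accounts for much of this. With shifts within genes the ratio was 1.18 for H3K36me3 regions, above the range of the shifts, and 1.07 for H3K9me3 regions, inside the range, so the restriction to genes may account for the number of H3K9me3 regions that overlap. It does not account for the length shared, since shared bins were 1.59 times the mean of the same shifts and above their range. Shared bins were 1.75 times the product of the coverages of genic bins (bootstrap interval 1.43 to 2.19). The ratio was 1.33 within strata of G+C, exon and gene start (1.11 to 1.63), which argues against these as the whole cause, and 1.56 among unique bins (1.35 to 1.82), which argues against copied sequence alone. With both controls together it was 1.19 (1.05 to 1.37), but 1.13 (0.995 to 1.302) when the strata used the starts of all transcripts. The gene start was adopted after the result with transcript starts had been seen. The combined effect of base composition, annotation and copied sequence cannot be told apart from an association of the marks, since the definition of a start decides whether the interval includes 1.

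The marks related differently at the scale of genes and within them. Fewer genes carried both marks than permutations within classes of gene length gave, with a ratio of 0.796. In the genes that did, shared bins were 1.77 times the product of the coverages of the 2 marks in the gene (1.62 to 1.93). This argues against genes that merely carry both marks at unrelated positions. The ratio was 1.63 (1.49 to 1.78) when only unique bins were used and exons and introns were treated separately. Neither ratio controlled for G+C inside the genes, although both marks changed with G+C, so base composition may contribute to them. A candidate explanation is a subset of genes in which the marks occupy the same stretch, in the same or in different cells, and it was not tested.

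Both marks were scarce on chromosome X. Relative to strata of G+C, exon and gene start, X had 0.113 times the expected H3K36me3 bins and 0.167 times the expected H3K9me3 bins, while the lowest autosomes had 0.684 and 0.677. The bootstrap interval for H3K9me3 was 0.117 to 0.233, which argues against base composition and annotation as the cause. Among unique bins the H3K9me3 value was 0.179, so a lack of unique sequence on X does not account for it. Of the 17 windows of 10 Mb on X, 0 were above expectation for either mark. A single copy of X against 2 of each autosome, which would lower read counts against a genome-wide threshold, is a candidate explanation. Cells with 1 X may or may not carry a Y chromosome, and 7 of the 17 H3K9me3 regions on Y had at least 50% of their bins in unique sequence, at Zfy1, Kdm5d and Ddx3y among others. The marks differed in unique bins of Y, which is also present in a single copy where the cells carry it. H3K36me3 was 0.0592 times the expectation there, below the 0.124 of X, which goes with a single copy, whereas H3K9me3 was 0.642 times the expectation, which goes against it. With 1 and 17 regions on Y these values leave the explanation open. Read depth over X, which would separate copy number from a lack of the marks, was not analysed here.

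Chromosome 8 had more H3K9me3 than any other autosome. Within strata its H3K9me3 bins were 1.90 times the expectation (bootstrap interval 1.51 to 2.19), and the next autosome, chromosome 17, had 1.27. This argues against base composition and annotation as the cause. The value was 1.89 among unique bins, where the next autosome had 1.197, and 1.51 without the 3 densest windows of 10 Mb, where the highest other autosome had 1.10, which argues against copied sequence and against a few dense clusters as the whole cause. An extra copy of chromosome 8 in one or both cell lines may explain it. Expectation was exceeded in 78.6% of its 10 Mb windows for H3K9me3 and in 64.3% for H3K36me3. The test is not specific, however, since chromosome 11 also had both marks above expectation in most windows (76.9% and 69.2%). In addition, H3K36me3 on chromosome 8 was 1.51 times the expectation (1.16 to 1.74), an interval that includes the 1.41 of chromosome 11, and without the 3 densest windows the values were 1.27 and 1.28. Read depth along chromosome 8 in each cell line would decide the matter and was not analysed here.

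H3K9me3 was frequent in bins of at least 65% G+C. Outside exons and the neighbourhood of transcript starts it was present in 16.2% of such bins (14.1 to 18.4) and in 2.84% of bins of lower G+C. H3K36me3 was present in 2.90% (2.16 to 3.65) and 3.54% (3.16 to 3.94) of the same bins. In exons beyond 1 kb of any transcript start H3K36me3 was present in 20.2% of bins of at least 65% G+C and 17.7% of bins of lower G+C, while H3K9me3 was present in 37.4% and 4.52%. With exons included, bins beyond 1 kb of any transcript start carried H3K36me3 in 10.3% at 65% G+C or more and 4.87% at lower G+C. Outside exons, these values argue against a G+C bias of equal size in both antibodies as the whole cause at 65% G+C or more. They cannot exclude a smaller common bias, since H3K36me3 rose in exons and a true lack of H3K36me3 at such sequence would hide it. Outside exons and starts both marks rose with G+C up to 60%, H3K36me3 from 0.871% under 30% G+C to 8.40% at 55 to 60% and H3K9me3 from 0.898% to 6.30%, and a common bias there was not excluded. Beyond 1 kb of any transcript start 25.2% of bins of at least 65% G+C carried H3K9me3 (23.3 to 27.2), compared with 31.6% closer to a start and 2.995% of distant bins of lower G+C, so closeness to a start is not the whole cause. Among unique bins the share was 32.2% (31.02 to 33.5) against 3.23% at lower G+C, which argues against copied sequence. A bias of the H3K9me3 libraries alone, or of open chromatin at G+C-rich sequence, could produce the pattern and stays open, as no input library was used here.

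Genes named Zfp followed by a number, a family of zinc finger genes, carried both marks more often than other genes. Of 371 such genes, 97 (26.1%) had both marks, while 10000 lists of other protein-coding genes matched on length had a mean of 11.6% and a range of 5.12% to 18.1%. Gene length therefore does not account for the share. When only unique bins were counted the share was 25.9%, and 0 of 10000 matched lists were as high, which argues against identical sequence shared between paralogs. Copies with mismatches and the grouping of these genes in clusters were not controlled. Each mark alone was also more frequent, with H3K36me3 in 54.7% of these genes against a mean of 40.2% in matched lists and H3K9me3 in 46.9% against 38.2%. When H3K9me3 was permuted among the Zfp genes within classes of length, a mean of 25.8% had both marks, and 4183 of 10000 permutations were as high as the observed number. The frequency of each mark alone may therefore account for the number of genes with both, without an association between the marks at the scale of genes. A bin in both lists was present in 19.7% of Zfp genes against a mean of 6.75% in matched lists. The permutation among Zfp genes does not address shared bins, so an association within these genes stays open.

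The narrowest region in both lists was 600 bp wide. That is above the size limit quoted from the study above, although the numbers of regions were those quoted. Every region was therefore of a size that the methods, as worded, left out. The lists hold only regions larger than 500 bp, so these were the ones kept, the opposite of that wording. The widths given here therefore lack narrower regions.

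A pair of wide regions shared by both lists stood out and was chosen after its values were seen. On chromosome 8, H3K36me3 from 19859601 to 19901000 lay within an H3K9me3 region from 19859601 to 19902800, and 81.6% of the H3K36me3 bins had a central sequence in several copies. On chromosome X, H3K36me3 from 166407601 to 166443800 lay within an H3K9me3 region from 166407201 to 166443800 at Mid1, where 19.3% of bins had several copies. No explanation was tested for these regions.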
